A study of Mus musculus with 24 samples.

How the data were processed

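Messenger RNA was measured by stranded, poly(A)-selected, paired-end sequencing in bone-marrow-derived dendritic cells, which are dendritic cells grown from mouse bone marrow in medium with the growth factor GM-CSF. Per the labels, control cultures came from mice with floxed Arpc4 alleles and no CD11c-Cre transgene (WT below), and knockout cultures from mice with the same floxed alleles and 1 copy of CD11c-Cre (KO below), which deletes floxed sequence in cells that express CD11c. Cells in suspension were taken daily from day 7 to day 10, and cells were passaged into fresh medium on day 7 and once before, per the labels' protocols. Each group of 1 genotype and 1 day had 3 mice, which gave 8 groups and 24 libraries. The groups were taken from the genotype and day labels. Mice of both sexes supplied marrow, and the sex of each mouse was not stated. Library kits of 2 kinds were named without saying which library used which, so no batch could be set in a model.

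The authors deposited a table of raw counts per gene, a table of TPM (transcript abundance scaled by gene length and library total) per gene and a table that pairs gene identifiers with symbols. The deposited counts were whole numbers for 55487 genes, with versioned Ensembl identifiers. The deposited TPM values summed to the same total in each library and rested on gene lengths that were not stated. Per the labels' protocols the kits kept strand information, but the aligner, the counter, its strand setting and the genome build were not stated. Of the 55487 identifiers, 55094 were found with the same version in GENCODE M21 on GRCm38, and 55394 when the version was ignored. Positions are therefore those of GENCODE M21 on GRCm38, counted from 1. Symbols are those of the authors' own table.

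Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 8 groups, which left 14535 of the 28655 genes with a count in any library. Libraries were scaled by TMM factors, and values per library are CPM (counts scaled to a common library total) with those factors. All 24 libraries entered a quasi-likelihood fit with 1 coefficient per group and no covariate, leaving 16 residual degrees of freedom. The comparisons were KO against WT on each day, day 10 against day 7 in each genotype, and the difference of those changes (the interaction). The threshold was a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Principal components used log2 CPM with a prior count of 2.

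Genes were named by a rule fixed before the data were examined. It took Arpc4 and, among genes past the threshold with an average log2 CPM above 1, a symbol other than a predicted-gene name and no overlap between the groups' CPM values, the 5 largest changes per direction for KO against WT on day 10 and the 3 largest per direction elsewhere. For each gene set that passed on day 10 for KO against WT it also took up to 3 member genes past the threshold over all genes, and 0 members of these sets were. The overlap condition did not apply to the interaction. Genes outside the rule are said to have been chosen after their values were seen. Lists of 7 gene sets with 242 symbols were also fixed beforehand: Arp2/3 subunits without Arpc4, p53 targets, S phase, G2/M, double-strand break repair, interferon-stimulated genes and dendritic cell maturation. They were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, in 35 tests adjusted together. Both directions were tested.

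Totals ran from 19952047 to 31049798 counts per library. At these totals the count of an abundant gene carries little sampling error next to the spread between mice. Each count is a PCR-amplified read or fragment without a molecular identifier, so any precision derived from counts alone covers counting error only. For a gene at or under 3 counts in every library of a group, fold changes are given as lower bounds against that floor.

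The mouse numbers 63, 65 and 66 (WT) and 64, 67 and 68 (KO) recur on every day in the labels, and the pairing of libraries across days comes from those numbers. Whether same-numbered libraries deviate together from their group means was checked over 10665 autosomal genes with an average log2 CPM above 1. All 216 ways of assigning the 3 numbers on days 8, 9 and 10 were ranked by how well the deviations of the libraries joined under each number added up. Exchanged KO numbers were then tried as alternatives chosen after seeing the data, for genes and for gene sets.

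The alternatives fixed in advance were DESeq2 size factors in the edgeR fit, the DESeq2 1.42.0 Wald test, no filter on low counts, a filter of at least 50 counts on average, only the libraries of the groups compared, an absolute log2 fold change of at least 1, limma-trend on log2(TPM + 1), log2 CPM of Xist as a covariate, each mouse left out in turn, the mouse as a replicate block, and camera with the correlation estimated from the data. Each was applied to the results it was planned for. For KO against WT the mice differ between genotypes, so the block was random (limma voom with duplicateCorrelation). A surrogate variable from sva 3.50.0 was added after seeing the data. The 10 splits of the 6 mouse numbers into 3 and 3, thinning of all libraries to 19952047 counts, and a correction for GC content and transcript length were used as further checks.

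The procedure was tested on simulated counts drawn from the means and dispersions of the real genes, with 200 genes changed 2-fold on day 7 in KO. Of these, 176 were called among 180 calls for KO against WT on day 7 (88.0% recovered over 14189 genes tested), and 0 genes were called on days 8, 9 and 10. The interaction recovered 144 of the 200 genes. The simulated counts held 0 changed genes for day 10 against day 7 in WT, so they lacked the course of differentiation. Recovery was not measured separately for genes with few counts. Nor was it measured under the wider spread of real KO libraries or with mice that recur across days. The rates therefore describe the simulation and may not hold for the real libraries. The search over assignments recovered an exchange of numbers made on purpose in WT day 8. Exon-level and strand-level values were not analysed here.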

Results

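Gene expression was profiled in bone-marrow-derived dendritic cells from WT mice and from mice labelled as KO for Arpc4, a subunit of the actin-nucleating Arp2/3 complex. The question set by the design was how differentiation of control and KO cells differs between day 7 and day 10 in culture, with samples taken daily and the last day treated as the end point. Each of the 8 groups held 3 mice. Libraries carried 19952047 to 31049798 counts, with 19952047 to 28651870 in the 12 WT libraries and 24030705 to 31049798 in the 12 KO libraries. The 10 most counted genes took 20.9% to 21.3% of the counts in WT and 17.2% to 20.2% in KO on day 7. On later days their share was 9.31% to 15.1%. The 24 libraries came from 6 mice, each sampled on 4 days. For the 24 pairs of libraries within groups, chi-square per degree of freedom against sampling noise was 7.66 to 139.

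The targeted gene was read first. Arpc4 (ENSMUSG00000079426.13, chromosome 6, 113378115 to 113390448, forward strand, protein-coding) was lower in KO than in WT on all 4 days, without overlap between the groups. On day 7 it stood at 169 ± 14 CPM in KO and 192 ± 5.6 CPM in WT (SD, n = 3 each). On day 8 the means were 228 ± 4.3 and 260 ± 13 CPM, on day 9 they were 201 ± 2.5 and 228 ± 9.7 CPM, and on day 10 they were 181 ± 6.8 and 220 ± 19 CPM (SD, n = 3 each). The log2 fold changes were -0.185, -0.189, -0.178 and -0.284 (SE 0.067 each). These are falls of 12%, 12%, 12% and 18%. Adjusted over these 4 edgeR tests alone, p was 0.015, 0.015, 0.015 and 0.0016. Adjusted over all 14535 genes it was 0.18, 0.69, 0.43 and 0.22, so Arpc4 was not among the genes called on any day. Counts per gene do not show which part of the transcript remained, and KO below is the genotype given by the labels. Among the alternatives the log2 fold change moved most on day 10, to -0.199 both without mouse 66 and with limma-trend on TPM, and on day 7, to -0.102 without mouse 64. On day 10 the adjusted p over all genes ran from 0.025 to 1 over the alternatives, and it passed the threshold only in the DESeq2 Wald test (log2 fold change -0.278, adjusted p 0.025). Ttll3 overlaps Arpc4 on the same strand, with a count total equal to 8.9% of that of Arpc4, and the counting rule for shared reads was not stated.

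**Figure D1:**
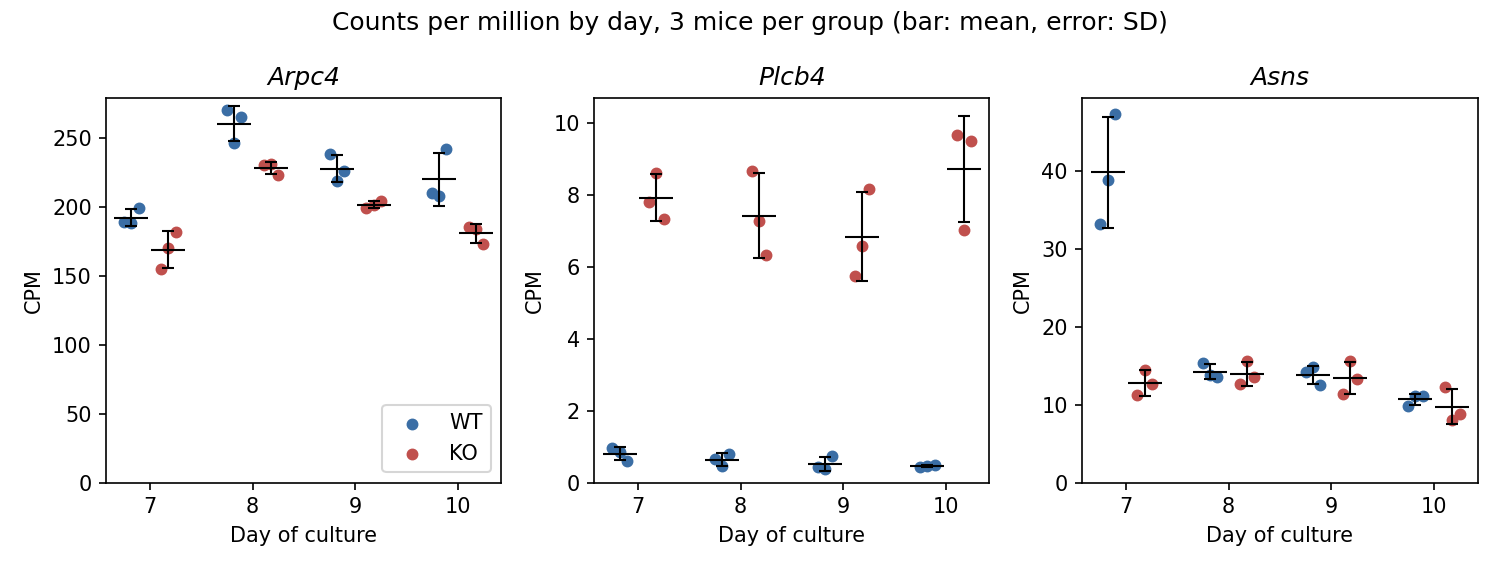
CPM of Arpc4, Plcb4 and Asns by day of culture in WT and KO, with linear axes starting at 0 (points are mice, bars are means and error bars are SD, n = 3). Arpc4 is slightly lower in KO on each day, Plcb4 is at 0.372 to 0.963 CPM in WT and 5.75 to 9.66 CPM in KO, and Asns is high in WT on day 7 only.

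The first principal component held 39.5% of the variance and the second 18.4%. On the first component WT libraries had a mean of -65.7 ± 2.04 (SD, n = 3) on day 7 and 22.6 ± 5.01 (SD, n = 3) on day 10. KO libraries had means of -48.1 ± 15.4 (SD, n = 3) and 32.6 ± 18.5 (SD, n = 3) on the same days. The SD of the first component was 15.4 to 21 in the KO groups and 2.04 to 5.01 in the WT groups.

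**Figure D2:**
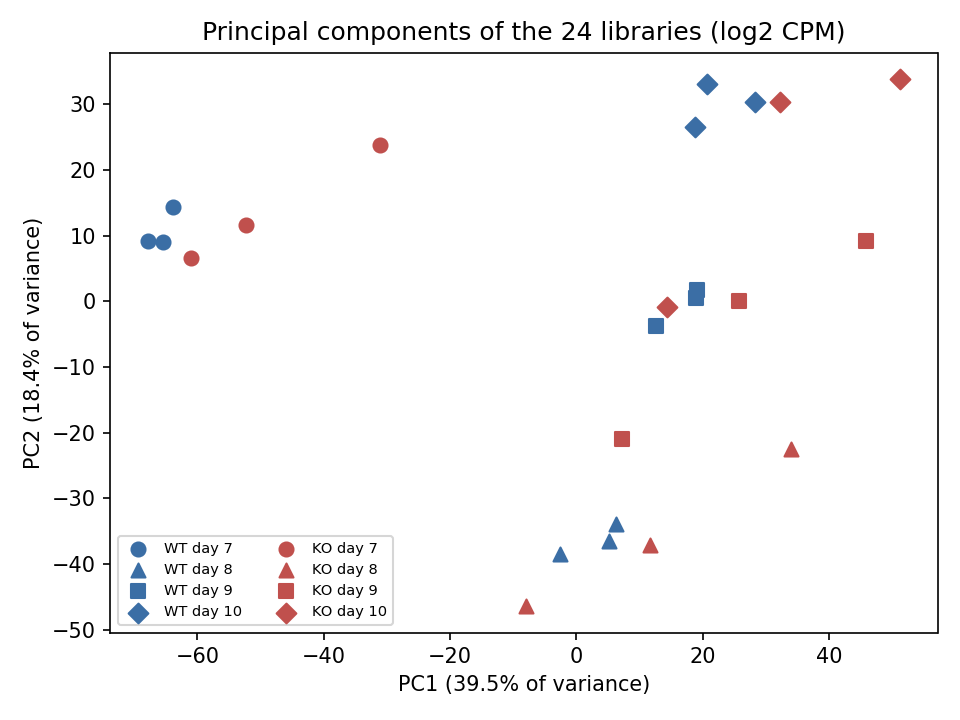
First and second principal components of log2 CPM for the 24 libraries, with genotype shown by colour and day by symbol (each point is a library). Day 7 libraries lie at the left, between -67.8 and -31.1 on the first component, and KO libraries of a day are spread more widely than WT libraries.

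Transcripts from the sex chromosomes were read in every library because sex was not given per mouse. Ddx3y, a Y-linked gene, stood at 56.5 to 83.9 CPM in 8 libraries, 1 in each group, in which Xist, transcribed from the inactive X chromosome, stood at 0.0401 to 0.427 CPM. The other 16 libraries had Xist at 496 to 948 CPM and Ddx3y at 0.136 CPM or less. In WT the library with high Ddx3y carried number 63 on every day. In KO it carried number 64 on day 7, 68 on day 8, 64 on day 9 and 67 on day 10.

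**Figure D3:**
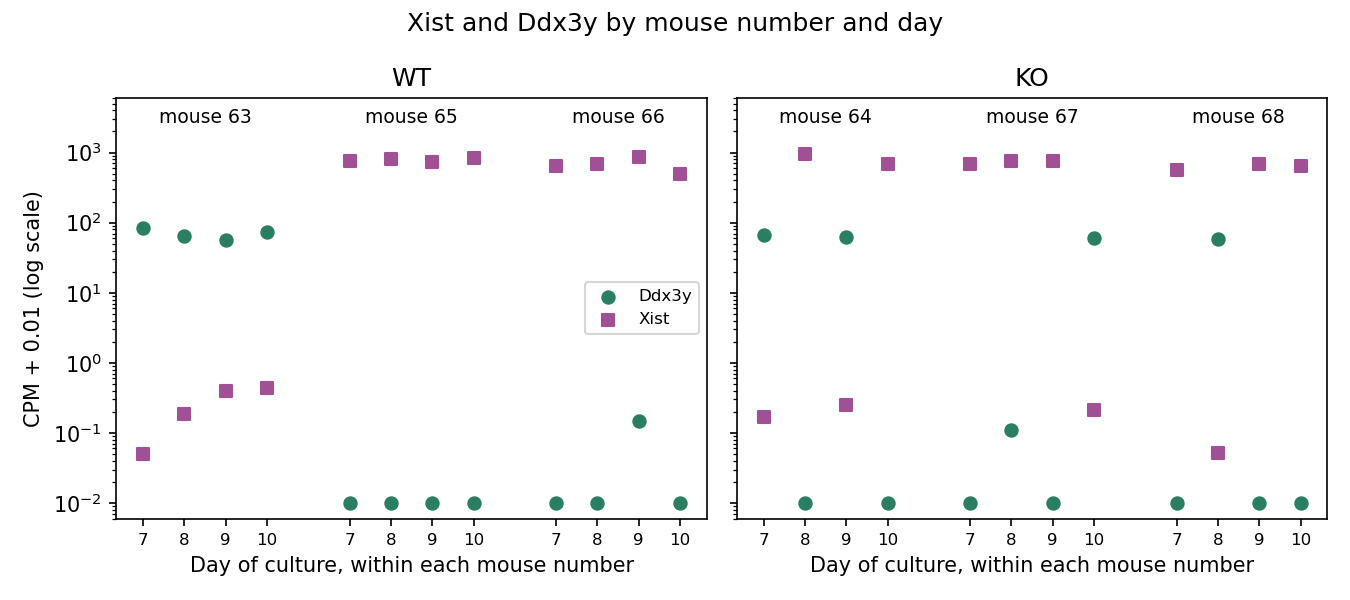
CPM of Xist and Ddx3y on a log axis, with a small constant added so that zeros can be drawn, by mouse number and day (each pair of points is a library). High Ddx3y stays with number 63 in WT and moves between numbers 64, 67 and 68 in KO.

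KO and WT were then compared within each day. On day 7, 211 of 14535 genes passed an edgeR adjusted p of 0.05, 121 higher and 90 lower in KO. At an unadjusted p under 0.05 there were 2280 genes, against 727 given by chance. Over the alternatives the 211 calls became 11 genes, when mouse 66 was left out, to 523 in the DESeq2 Wald test. The balance of directions depended on the mice. Without WT mouse 63, 65 or 66, fewer genes were higher than lower in KO (12 against 28, 7 against 14 and 3 against 8). Without KO mouse 64, 67 or 68, more were higher (261 against 90, 60 against 39 and 100 against 37). Among the 3 largest increases were Plcb4 (values given with the later days), Cd300lg (log2 fold change 2.54, SE 0.53, adjusted p 0.021) and Vcan (2.10, SE 0.37, adjusted p 0.0091). Vcan stood at 33.1 ± 23 CPM in KO and 7.66 ± 1.8 CPM in WT (SD, n = 3 each). The 3 largest decreases were Ocstamp (log2 fold change -2.00, SE 0.50, adjusted p 0.049), Asns (-1.64, SE 0.16, adjusted p 1.1e-05) and Phgdh (-1.53, SE 0.37, adjusted p 0.043). Cd300lg, Vcan, Ocstamp and Phgdh each lost their call in 6 to 8 of 16 alternative fits. Plcb4 and Asns kept theirs in all 16. Asns (ENSMUSG00000029752.12, chromosome 6, 7675169 to 7693254, reverse strand) stood at 39.8 ± 7.1 CPM in WT and 12.8 ± 1.7 CPM in KO on day 7 (SD, n = 3 each).

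On days 8, 9 and 10, 1, 1 and 2 genes passed the threshold, all higher in KO. At an unadjusted p under 0.05 there were 859, 1185 and 1061 genes, against 727 given by chance. The gene called on every day was Plcb4 (ENSMUSG00000039943.16, chromosome 2, 135659011 to 136014593, forward strand, protein-coding). Its log2 fold changes on days 7, 8, 9 and 10 were 3.29 (SE 0.23), 3.53 (SE 0.23), 3.72 (SE 0.24) and 4.22 (SE 0.24). The edgeR adjusted p was 6.4e-08, 2.2e-08, 2.4e-08 and 1.6e-09. On day 10 it stood at 8.73 ± 1.5 CPM in KO and 0.464 ± 0.034 CPM in WT (SD, n = 3 each). Plcb4 kept its call on each day in all 16 alternative fits, and it was the 1 gene called on all 4 days. The second gene of day 10 was Itgad, chosen after its values were seen because its average log2 CPM of 0.609 lies below the limit for naming. Itgad (ENSMUSG00000070369.13, chromosome 7, 128154376 to 128223816, forward strand) stood at 3.03 ± 0.30 CPM in KO and 0.45 ± 0.14 CPM in WT on day 10 (SD, n = 3 each). Its log2 fold change was 2.74 (SE 0.39, edgeR adjusted p 0.006). Itgad lost its call in 2 of 15 alternative fits. It was also higher in KO without overlap on day 8 (0.704 to 1.14 against 0.239 to 0.498 CPM) and on day 9 (1.4 to 1.8 against 0.136 to 0.434 CPM), at edgeR adjusted p of 0.639 and 0.113. On day 7 the ranges of Itgad overlapped (2.06 to 3.87 CPM in KO against 0.984 to 3.09 CPM in WT). Cox6a2 lies within Itgad on the opposite strand, and the strand setting of the counts was not stated. On day 10 Cox6a2 had a log2 fold change of -0.0023, which argues against its reads as the source of the rise of Itgad on that day. With the mouse as a random replicate block (limma voom, consensus correlation 0.0046) the counts on days 7 to 10 were 145, 1, 1 and 2 genes. Of the 145, 136 were among the 211. With the KO numbers exchanged, an alternative chosen after seeing the data, the consensus correlation of that block was 0.23. The counts on days 7 to 10 were then 179, 2, 1 and 5 genes.

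Change during differentiation was measured as day 10 against day 7 in each genotype. In WT 5376 genes passed the edgeR threshold, 2746 higher and 2630 lower on day 10. In KO 5353 genes passed, 2870 higher and 2483 lower. Both lists held 3939 genes, of which 3935 changed in the same direction. With limma-trend on log2(TPM + 1), 84.4% of 6877 calls in WT and 85.9% of 7499 calls in KO were higher on day 10. On that scale the median log2 change of all genes was 0.21 in WT and 0.25 in KO, against -0.015 and 0.0033 in the edgeR fit, so the balance of higher and lower genes depends on it. With the mouse as a replicate block, 5419 genes passed in WT and 5303 in KO. With the KO numbers exchanged on days 8 and 10, an alternative chosen after seeing the data, that block gave 6490 in WT and 6480 in KO. Deviations of same-numbered libraries from their group means, across genes, had a mean correlation of 0.35 between days 7 and 10 in WT and -0.34 in KO. Over all pairs of days it was 0.27 in WT and 0.019 in KO. Of 216 assignments of the numbers, the labelled one ranked 1 in WT and 113 in KO.

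Relative to the scaling of the counts, the 3 largest increases in WT were Afap1l2, Car4 and Cyp4a12a. Afap1l2 had 0 counts in each WT library of day 7 and 105 to 173 on day 10, at least 36.8-fold higher. Cyp4a12a had 0 to 1 counts and then 54 to 79, at least 16.7-fold higher, and is uncertain because its paralog Cyp4a12b, at 7 to 25 counts on day 10, can share reads with it. Car4 rose from 0.523 ± 0.21 to 66.7 ± 23 CPM (SD, n = 3 each), a log2 fold change of 6.96 (SE 0.45, edgeR adjusted p 1.8e-09). The 3 largest decreases in WT were Cd5l (log2 fold change -5.73, SE 0.70), Fosb (-4.77, SE 0.49) and Cd4 (-3.67, SE 0.49). In KO the largest increases were Gfra2, with 0 to 3 counts on day 7 and at least 56.3-fold higher on day 10, Car4 (6.12, SE 0.41) and Dmpk (5.43, SE 0.56). The largest decreases in KO were Cdkn1c (-3.63, SE 0.52), Apoe (-3.46, SE 0.44) and Lrrc14b (-3.41, SE 0.36). Ccdc127 overlaps Lrrc14b on the opposite strand with more counts than Lrrc14b. These genes passed the threshold and kept their direction in all 16 alternative fits. Across the 14535 genes, which are not independent replicates, the changes in KO and WT had r = 0.836. In the 9 pairs of 1 WT and 1 KO mouse r was lower, from 0.403 to 0.8 (SD 0.17 over pairs). The slope through the origin of KO on WT was 0.757, and 0.347 to 0.991 in the same pairs (SD 0.26).

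The interaction asked whether the change from day 7 to day 10 differed between genotypes. It passed the edgeR threshold for 9 genes, all with a more positive change in KO, and 917 genes had an unadjusted p under 0.05 against 727 given by chance. By the rule Ptx3 (interaction log2 1.98, SE 0.24, adjusted p 0.0014), Psat1 (1.58, SE 0.26, adjusted p 0.019) and Asns (1.5, SE 0.22, adjusted p 0.0062) were named. They lost their call in 1, 7 and 5 of 16 alternative fits. Ptx3 went from 29.1 ± 5.14 to 14 ± 3.12 CPM in WT and from 10.2 ± 0.30 to 19.4 ± 3.7 CPM in KO (SD, n = 3 each). All 9 genes were also called between KO and WT on day 7, and 0 were called on day 10. The count depended on the fit: 0 genes passed when only the 12 libraries of days 7 and 10 were fitted, where 819 had an unadjusted p under 0.05. With the mouse as a replicate block, 10 genes passed, 7 of them among the 9. With the KO numbers exchanged so that high Ddx3y stays with number 64, an alternative chosen after seeing the data, the same-numbered correlation between days 7 and 10 in KO had a mean of 0.39. That replicate block gave 260 genes, 76 with a more positive and 184 with a more negative change in KO, including all 9. With the day 8 numbers kept exchanged, the other day 10 order that keeps high Ddx3y under number 64 gave 54 genes. The orders that place it under number 67 or 68 on day 10, the labelled order included, gave 3 to 22 genes. The order that gave 260 was picked for the agreement of its libraries.

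Gene sets were tested for KO against WT on each day and for the interaction. At the fixed inter-gene correlation 16 of 35 camera tests (limma) passed an adjusted p of 0.05. The interferon-stimulated set (38 genes) was higher in KO on days 7, 8, 9 and 10, with mean log2 fold changes of 0.707, 0.341, 0.71 and 0.389 and adjusted p of 1.6e-30, 5.0e-13, 2.6e-48 and 1.9e-15. Of its 38 genes, 37, 37, 38 and 37 were higher in KO. Adjusted within the list, 29, 0, 35 and 12 of its genes passed in edgeR, against 11, 0, 0 and 0 when adjusted over all genes. The dendritic cell maturation set (32 genes) was higher on the same days, with mean log2 fold changes of 0.393, 0.48, 0.477 and 0.298. Its day 10 test did not pass without mouse 64 (adjusted p 0.24). Relative to all other genes, its day 10 value was 0.294, and 0.0745 to 0.458 with 1 mouse left out. On days 8 and 9 it was 0.214 to 0.628 and 0.234 to 0.622 in those fits, and passed in each. S phase (0.388), G2/M (0.668) and double-strand break repair (0.288) passed as higher in KO on day 7 and did not pass on days 8, 9 and 10. Their interaction tests were negative, at -0.346, -0.655 and -0.247 (adjusted p 1.5e-06, 3.0e-14 and 0.0071). The interaction was also negative for the interferon-stimulated set (-0.318, adjusted p 5.7e-07) and positive for p53 targets (0.12, adjusted p 0.026). The tests of Arp2/3 subunits and p53 targets did not pass between KO and WT on any day. Of the 8 Arp2/3 subunits, 1 was called over all genes on day 7, Arpc1b, which was chosen after its values were seen (log2 fold change 0.43, edgeR adjusted p 0.016). With the mouse as a replicate block the same 5 interaction tests passed, with adjusted p from 2.4e-13 to 0.031. With the KO numbers exchanged, chosen after seeing the data, that block gave the same 5, with adjusted p from 5.6e-49 to 0.02. Its 260 genes included 29 of 52 G2/M genes and 5 of 40 S phase genes, all with a more negative change in KO. The number of passing tests moved most with the correlation between genes estimated from the data, where 0 of 35 tests passed and 3 had an unadjusted p under 0.05. The mean changes of the sets stayed the same in that alternative, and only p moved. With the exchanged block and the correlation estimated, 0 passed and 5 had an unadjusted p under 0.05. The block entered the interaction tests only, where camera gave unadjusted p of 0.0031 for G2/M and 0.032 for S phase. The others of the 5 came from the fit without a block. Without the libraries numbered 67, 0 of the 5 interaction tests passed. Relative to all other genes, G2/M stood at -0.637 with all libraries and at -0.136 without number 67 (camera adjusted p 0.13). Without number 64 it stood at -1.02. These shifts cannot be read as the weight of 1 mouse. Number 67 had high Xist on day 7 and high Ddx3y on day 10, and number 64 the reverse. Number 67 held the highest mean log2 CPM of G2/M in KO on day 7 (4.62) and the lowest on day 10 (4.94). Number 64 held the lowest on day 7 (3.85) and the highest on day 10 (6). The other splits of the 6 mouse numbers into 3 and 3 gave 16 to 24 passing tests of the 35, so their number does not set the genotype split apart.

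Averaged over the set, interferon-stimulated genes stood at 4.69 ± 0.302 log2 CPM in KO and 4.01 ± 0.164 in WT on day 7, and at 4.89 ± 0.28 and 4.21 ± 0.0617 on day 9 (SD, n = 3 each), without overlap between groups. On days 8 and 10 the ranges of this set overlapped. Dendritic cell maturation was also higher in KO without overlap on days 7 and 9. So were G2/M, S phase and double-strand break repair on day 7. With 3 mice against 3, an exact permutation test of such averages in both directions cannot go below 0.1.

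**Figure D4:**
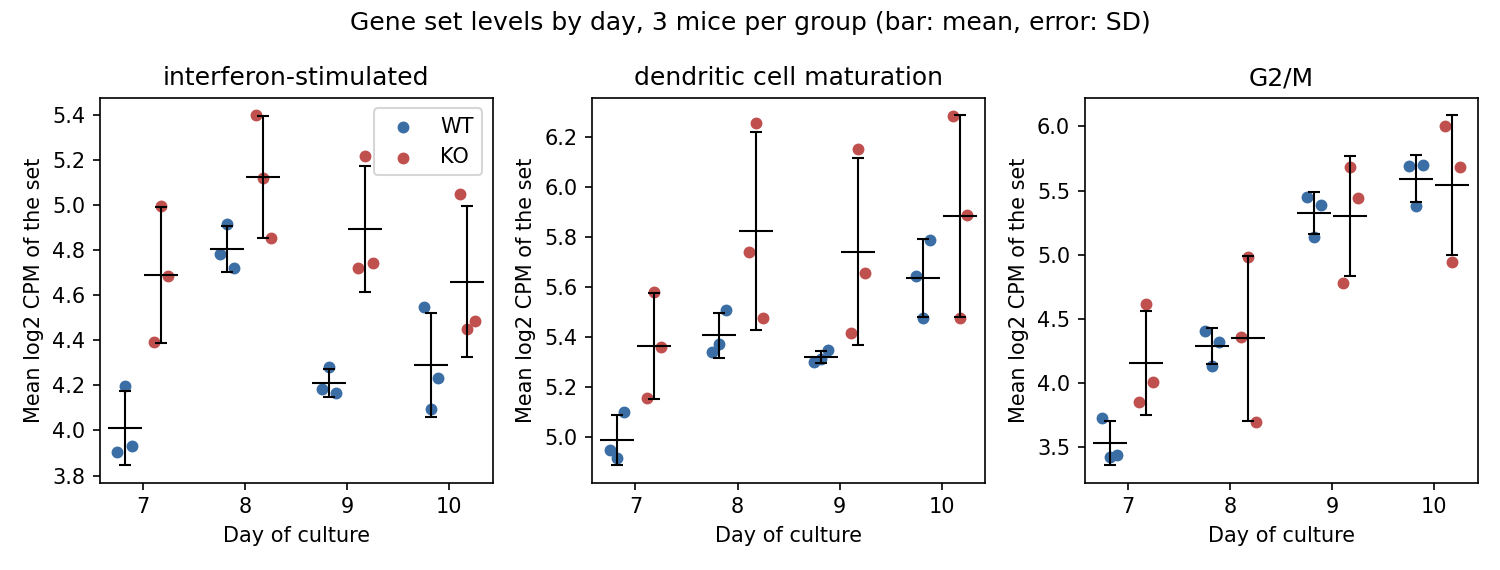
Mean log2 CPM of 3 gene sets by day of culture in WT and KO (points are mice, bars are means and error bars are SD, n = 3). Interferon-stimulated genes are higher in every KO library than in every WT library on days 7 and 9. The same holds for dendritic cell maturation on these days and for G2/M on day 7. KO libraries of a day are spread more widely than WT libraries for G2/M.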

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

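Apart from the gene-level splits of the labelled numbers, the fits without a mouse and camera with the correlation estimated in the fit without a block, all tests in this part were chosen only after the result was seen, the refit without the most counted genes after the shares of counts were also known.

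The change from day 7 to day 10 differed between KO and WT by a test of the interaction for 9 genes. The interaction log2 values were 1.98 for Ptx3, 1.58 for Psat1, 1.5 for Asns, 1.24 for Ccn3, 0.834 for Spred2, 0.746 for Aars, 0.698 for Cars, 0.575 for Eprs and 0.431 for Nars. The last 6 were chosen after their values were seen. Of the 10 splits of the 6 mouse numbers into 3 and 3, 1 gave as many genes, the real one with 9, and every other split gave 0. With the KO numbers exchanged on days 8 and 10, 1 of 10 did. The share of splits cannot go below 0.1 in this design. After all libraries were thinned to 19952047 counts, 7 of the 9 genes passed an edgeR adjusted p of 0.05. After a correction of each library for GC content and transcript length, 9 passed. A few genes took a larger share of counts in WT on day 7, with a gap of 0.7 percentage points between the ranges of the top 10 genes in WT and KO. When the 14 genes among the 10 most counted of any library were left out and the rest scaled by their total, 7 of the 9 passed. The share of counts in a few genes therefore differs in the direction that could matter but leaves most of the 9 in place. With so few splits the test of splits could not have excluded a grouping of mice by chance. By that test alone the pattern cannot be told apart from it.

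All 9 genes were called between KO and WT on day 7. Asns and Psat1 serve amino acid synthesis, and Eprs, Cars, Aars and Nars encode aminoacyl-tRNA synthetases. Averaged over these 6 genes, WT on day 7 stood at 6.55 ± 0.15 log2 CPM (SD, n = 3), and the other group means lay between 5.66 and 5.96. A list of further genes of the amino acid response was written after this was seen, and genes already seen among the top calls were removed. Phgdh and Mthfd2 were removed only after a first run of the test. On day 7, 30 of the 33 remaining genes were lower in KO (mean log2 fold change -0.44, camera p 7.4e-15, and 2e-04 with the correlation estimated). Without the 7 of them that were day 7 calls, 26 genes gave p 5.9e-08 (0.00031 with the correlation estimated). A stronger amino acid response in WT cells on day 7 is a candidate explanation for part of the genes. Asns stood apart in WT on day 7, at 39.8 CPM against 9.73 to 14.3 in the other group means. Eprs, Cars, Aars and Nars were also highest there. Psat1 instead stood apart in KO on day 7, at 15.9 CPM against 32.2 to 45.2. Ptx3 (10.2 against 14 to 34.8 CPM) and Spred2 (22.2 against 29.5 to 38.7 CPM) did the same. For these genes a lower level in KO on day 7 is the pattern seen. Medium and time since replating were not recorded per culture, so a difference in culture or harvest between the genotypes on that day could also give it and was not tested.

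Interaction tests of gene sets were negative for S phase (-0.346), G2/M (-0.655), double-strand break repair (-0.247) and interferon-stimulated genes (-0.318), and positive for p53 targets (0.12). After thinning, 5 of these 5 sets passed an adjusted p of 0.05, and 5 passed in camera on log2 CPM corrected for GC content and length. Over the 10 splits of the mouse numbers as labelled, 7 gave at least as many passing interaction tests of the 7 sets as the real one, and 5 gave a G2/M value as far from 0, 7 for S phase, 8 for double-strand break repair, 6 for interferon-stimulated genes and 1 for p53 targets. With the KO numbers exchanged on days 8 and 10, 3 of 10 gave as many passing tests, and only the real one gave values as far from 0 for G2/M, S phase and p53 targets, against 2 of 10 for double-strand break repair and 3 of 10 for interferon-stimulated genes. The exchange was chosen for the agreement of KO libraries across days. The replicate block with exchanged numbers takes out differences between mice that persist over days. Relative to all other genes it gave -0.654 for G2/M (adjusted p 5.6e-49) and -0.346 for S phase (1.3e-14), against -0.637 and -0.326 without the block. It called 29 of 52 G2/M genes and 5 of 40 S phase genes, all lower. With the correlation between genes estimated, that block gave an adjusted p of 0.066 for G2/M and 0.27 for S phase, and unadjusted p of 0.0031 and 0.032. Without the block, 0 of 35 tests passed with the correlation estimated, and 3 had an unadjusted p under 0.05. Without the libraries numbered 67, all 5 sets lost their call, with G2/M at -0.136 on the same scale (adjusted p 0.13). Those libraries did not come from 1 mouse. On day 7 number 67 had 676 CPM of Xist and 0 of Ddx3y, and on day 10 it had 0.199 and 59.6. Under the exchange, variation between mice may account for less of the G2/M and S phase difference than the splits as labelled show. The share of splits cannot go below 0.1 whatever the data, so the splits could not have excluded a grouping of mice by chance. By the splits alone these set differences cannot be told apart from it.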

How the results depend on the processing

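Each result was recomputed under the alternatives planned for it and those added, with 1 choice changed at a time except where a block and an estimated correlation are named together. Of the counts of genes and other summary values, 154 stayed within the limit for an unchanged value, 59 moved and 1 became stronger. Of the gene set tests 160 kept their direction and side of the threshold, 29 became weaker and 2 reversed. Of the values for named genes 406 kept both and 89 became weaker. Of 31 results for named genes, 17 were past the threshold under all of their alternatives: Plcb4 on each day, Asns on day 7 and each gene named for the time courses. Of 16 gene set results, 0 were, since none passed with the correlation between genes estimated. The cause of these shifts was not tested.

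For KO against WT on days 7, 8, 9 and 10, the DESeq2 Wald test gave 523, 17, 98 and 43 genes, and no filter on low counts gave 340, 25, 90 and 43. On day 7, an absolute log2 fold change of at least 1 left 56 genes, and limma-trend on TPM gave 120. On day 10 limma-trend on TPM gave 10 genes. The filter of at least 50 counts gave 2 genes on day 9 and 1 on day 10, and the fit of the compared groups only gave 1 on day 10. With Xist as a covariate there were 2, 5 and 11 genes on days 8, 9 and 10. They included the Y-linked genes Kdm5d on day 8 and Kdm5d, Eif2s3y and Uty on day 10. The surrogate variable, chosen after seeing the data, gave 5 and 4 on days 9 and 10. It was -0.309 to -0.28 in the libraries with high Ddx3y and 0.134 to 0.156 in the others, so it largely repeats the Xist covariate. The random replicate block with the KO numbers exchanged, also chosen after seeing the data, gave 2 genes on day 8 and 5 on day 10. Of the 5, 2 were higher and 3 lower in KO. Itgad has no value under the filter of at least 50 counts, which removes it. The DESeq2 Wald test called 2 genes on all 4 days, Plcb4 and Abcc1.

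For Arpc4 on day 10 the DESeq2 Wald test gave a log2 fold change of -0.278 and brought the adjusted p to 0.025, the lowest of a range from 0.025 to 1 over its alternatives.

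For day 10 against day 7, an absolute log2 fold change of at least 1 left 1738 genes in WT and 1635 in KO, and the fit of the compared groups only gave 3363 in KO. Without the filter on low counts, r between the changes in KO and WT was 0.321 and the slope 0.311. The interaction gave 39 genes in the DESeq2 Wald test, 15 without the filter, 15 with Xist as a covariate, 4 at an absolute log2 fold change of at least 1 and 0 in the fit of the compared groups only, where 819 had an unadjusted p under 0.05. The replicate block with the KO numbers exchanged, chosen after seeing the data, gave 260. With the correlation between genes estimated, 0 of 35 gene set tests passed and 3 had an unadjusted p under 0.05. With that and the replicate block with exchanged numbers, 0 passed and 5 had an unadjusted p under 0.05. The block entered the interaction tests only, and the other tests came from the fit without a block.

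Across the 6 fits that each left out 1 mouse number, KO against WT gave 11 to 351 genes on day 7 and 1 to 30 on day 8. It gave 1 to 3 on day 9 and 1 to 82 on day 10. The 82 genes, found without mouse 67, were 33 higher and 49 lower in KO. In each other such fit of day 10, more genes were higher than lower. The time course gave 3255 to 5916 genes in WT and 3201 to 5805 in KO, the interaction 1 to 9, and the gene sets 14 to 22 passing tests. Without the libraries numbered 67, all 5 interaction set tests lost their call. By Xist and Ddx3y, number 67 stood for different mice on days 7 and 10, as did number 64. As mean log2 values relative to all other genes, G2/M went from -0.637 to -0.136 (adjusted p 0.13), interferon-stimulated genes from -0.298 to -0.0415 (0.37) and p53 targets from 0.141 to 0.0495 (0.54). On the same scale S phase reversed from -0.326 to 0.0304 and double-strand break repair from -0.227 to 0.037. The interaction call was also lost for p53 targets without mouse 63 or 66, interferon-stimulated genes without mouse 63 and double-strand break repair without mouse 66. Between KO and WT, the call of dendritic cell maturation on day 10 was lost without mouse 64 (0.294 to 0.0745, adjusted p 0.24). For the sets with a negative interaction, the lowest values on that scale all came without mouse 64. They were -1.02 for G2/M, -0.655 for interferon-stimulated genes, -0.629 for S phase and -0.419 for double-strand break repair.

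After thinning to 19952047 counts, 152 of the 211 day 7 genes passed, among 162 calls. Whether the others lost their call through fewer counts or through lying close to the threshold was not tested.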

Other observations

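The tests of exchanged numbers, mixed samples, neighbouring genes, a shift on day 7, depth, GC content and length, and the splits for spread and gene sets, were chosen only after the result was seen, while the splits of the labelled numbers for counts of genes were planned.

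High Ddx3y moved between KO numbers 64, 67 and 68 over the days. If mouse numbers had been exchanged between libraries, deviations of autosomal genes from the group means would follow the library with high Ddx3y. Over 10665 autosomal genes and 216 assignments of numbers, the labelled KO assignment ranked 113, and the labelled WT assignment ranked 1. The best KO assignment exchanged 64 and 68 on day 8 and 64 and 67 on day 10. It was 1 of the 8 assignments that keep high Ddx3y under a single number, although sex-linked genes did not enter the ranking. The next best assignment was not among those 8, and the best score was 1.08 times that of the next. Under the exchange the mean correlation of same-numbered KO libraries was 0.47 over all pairs of days, against 0.019 as labelled. The gain came from numbers 64 (0.43 to 0.83) and 67 (0.59 to 0.81), while number 68 stayed at -0.075 to 0.43 and fell from 0.3 to -0.025 between days 7 and 8. Mixed samples were tested as another explanation: the transcript of the other sex reached at most 0.21% of its level where present. If each number stands for 1 mouse, the KO numbers cannot all be right, since number 64 has high Ddx3y on days 7 and 9 and high Xist on days 8 and 10. If the same KO mice were sampled each day, the KO library with high Ddx3y came from the same mouse on every day. Which number belongs to that mouse remains open, as does how the other KO libraries join. The order named above is a candidate explanation. It leaves genotype and day unchanged, but it affects every step that joins KO libraries across days by number. These are the fits with a block or with a mouse left out, the splits of the mice, and the SDs of r and slope over pairs of mice. No biological explanation was tested.

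KO libraries of a group differed more from each other than WT libraries did. The root mean square difference in log2 CPM between libraries of a group, over 10665 autosomal genes, averaged 0.343 in KO and 0.233 in WT, a ratio of 1.47. By day the ratio was 1.37, 1.70, 1.44 and 1.39. After thinning all libraries to 19952047 counts it was 1.45, so library depth does not account for it. Of the 10 splits of the 6 mouse numbers, 1 gave as unequal a spread, the real one, and this share cannot go below 0.1. With so few splits this test could not have excluded a grouping of mice by chance. By this test alone the pattern cannot be told apart from it. Library kits and culture batches were not given per library, so they were not tested.

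Of the 211 genes called between KO and WT on day 7, 140 also changed between day 7 and day 10 in WT, and for 128 of these (91.4%) KO on day 7 was shifted towards the WT level of day 10. Both differences use the WT libraries of day 7, which alone favours such a shift. Across 14535 genes, which are not independent replicates, the differences had r = 0.49 with shared libraries. With the WT day 7 libraries taken from different mice for each difference, r was 0.31, 0.38 and 0.29. Shared library noise therefore does not account for all of it. KO cells on day 7 may be further along the course of WT cells, but a property common to all WT libraries of day 7, such as the time of harvest, would give the same r and was not tested.

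Plcb4 was called as higher in KO on all 4 days and Itgad on day 10. The CPM of Itgad was higher in KO without overlap on days 8 and 9 as well. On day 7 its ranges overlapped, at 2.06 to 3.87 CPM in KO and 0.984 to 3.09 CPM in WT. Itgad lies next to Itgax, which encodes CD11c, so extra gene copies carried with the CD11c-Cre transgene were tested through genes nearby. Within 100 kb of Itgax, 0 of 7 expressed genes other than Itgad were higher in KO on day 10 at an edgeR adjusted p of 0.05, while 2 had an unadjusted p under 0.05, 1 of them higher. A transgene inserted at Plcb4 that raises its neighbours was tested within 1 Mb of Plcb4, where 0 of 3 other expressed genes were higher and 0 had an unadjusted p under 0.05. A transgene could carry or affect a single gene, so these explanations remain open, and neither test can separate them from an effect of the KO genotype.

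The counts of genes were also compared with other splits. For KO against WT, 1 of the 10 splits of the 6 mouse numbers gave as many genes on day 7, 2 on day 8, 1 on day 9 and 1 on day 10, and 1 gave as many genes shared by all 4 days, with the real split included in each. With the KO numbers exchanged, 2 of 10 gave as many genes shared by all 4 days, and 1 other split gave more, 2 genes. For the 35 gene set tests together, 10 of the 10 splits gave at least as many passing tests, from 16 to 24. For day 10 against day 7, 1 of the 4 splits that part all same-numbered pairs gave as many genes in WT and 1 in KO, where the share cannot go below 0.25. After thinning, 152 of the 211 genes of day 7 passed, and 165 passed after the correction for GC content and length. Depth, GC content and length therefore do not account for most of them. The share of counts in the most counted genes was not tested for this list.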
